# A novel method for genome-wide profiling of dynamic host-pathogen interactions using 3′ end enriched RNA-seq

**DOI:** 10.1038/s41598-017-08700-9

**Published:** 2017-08-17

**Authors:** Jie Li, Liangliang He, Yun Zhang, Chunyi Xue, Yongchang Cao

## Abstract

Marek’s disease is a contagious lymphoproliferative disease of chickens and typical model of viral oncogenesis. Mapping changes or different states over the course of infection for both host and pathogen would provide important insights into dynamic host-pathogen interactions. Here we introduced 3′ end enriched RNA-seq as a novel method to study host-pathogen interactions in chicken embryo fibroblasts cells challenged with Marek’s disease virus. The method allowed accurate profiling of gene expression and alternative polyadenylation sites for host and pathogen simultaneously. We totally identified 476 differentially expressed genes and 437 APA switching genes in host, including switching in tandem 3′ UTRs and switching between coding region and 3′ UTR. Most of these genes were related to innate immunity, apoptosis and metabolism, but two sets of genes overlapped a little, suggesting two complementary mechanisms in gene regulation during MDV infection. In summary, our results provided a relatively comprehensive insight into dynamic host-pathogen interactions in regulation of gene transcription during infection of Marek’s disease virus and suggested that 3′ end enriched RNA-seq was a promising method to investigate global host-pathogen interactions.

## Introduction

Virus infection induces and suppresses host gene expression on a global level. Microarray-based and next generation sequencing-based transcriptomic approaches have been used to study host-pathogen interactions for many years. However, our knowledge of the response of host to virus infection is limited, and host-pathogen interactions were often only investigated from the host level. Viruses are obligatory intracellular parasites that require the host machinery to replicate. In theory, these infected cells contain transcribed RNAs from both host and virus, although virus RNAs account only a tiny proportion. Mapping changes or states over the course of infection for both host and pathogen would have the potential to generate important insights into dynamic host-pathogen interactions.

Alternative polyadenylation (APA) is a common regulatory mechanism of gene expression that generates messenger RNAs (mRNAs) with distinct 3′ untranslated regions (3′ UTRs) or coding sequences of different isoforms. With the development of 3′ end sequencing technology, it has been shown that more than half of genes exhibit alternative polyadenylation in human, mouse and other model species^1, 2^. The resulting transcripts may not only exhibit an altered coding potential, but also harbor a distinct set of cis-regulatory elements for microRNAs and other long non-coding RNAs as well as RNA-binding proteins which may significantly change mRNA stability, localization and translation^3–6^. APA consequently increases the complexity of eukaryotic transcriptomes and polyadenylation sites located within introns can result in conversion of an internal exon to a 3′ terminal exon or in usage of a 3′ terminal exon that is otherwise skipped. APA was reported to take part in T-cell activation, neuronal activity, development and several diseases^7–10^. Therefore, it is suggested that APA may also play an important role in host pathogen interactions. However there are not much related studies. Besides, by targeted sequencing ~100 bp of 3′ UTR end from polyA tail, 3′ end enriched RNA-seq could reduce the gap between the RNA quantity of the host and the virus, thus make it possible to obtain information from host and virus together.

Marek’s disease virus (MDV) is a DNA virus with a large genome size of ~176 kb and causes a contagious lymphoproliferative disorder of chickens. To control the disease, live attenuated and non-oncogenic vaccines were used worldwide in the poultry industry^11, 12^. However, administration of vaccination cannot prevent the virus transmission, resulting in the emergence of MDV with enhanced virulence. Therefore, new vaccines and vaccine regimens are needed in the future to control the disease^13^. MDV is also considered as a unique model of viral oncogenesis^14^, but there is still limited knowledge of virus and host interactions during Marek’s disease pathogenesis and oncogenesis^15^.

In this study, we used a novel method to profile differential APA sites switching events in chicken embryo fibroblasts cells challenged with Md5 strains and tried to get more details from the aspects of both host and virus. Our results gave a relatively comprehensive insight into dynamic host-pathogen interactions in gene transcription regulation during Marek’s disease virus infection and suggested that 3′ end enriched RNA-seq may be a promising method to study genome-wide host-pathogen interactions.

## Results

### Poly(A) sites profiling of host in chicken embryo fibroblasts cells

To study the dynamic host-pathogen interactions of polyadenylation pattern and expression profile during Marek’s disease virus infection, we used SAPAS method combined with *in vitro* transcription (IVT) and magnetic beads purification^7^ to obtain high-resolution profiling of poly(A) site information and gene expression in embryo fibroblasts cells at five different time points (18 h, 36 h, 54 h, 72 h, 108 h) post-infection. In order to figure out the relationship between virulence of MDV and host-pathogen interactions, we challenged chicken embryo fibroblasts cells with MD5 strain. Samples, including the negative control group, were collected at each time point. Thus, in total ten IVT-SAPAS libraries (U18, C18, U36, C36, U54, C54, U72, C72, U108, C108) were constructed and sequenced (Fig. 1).

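The 10 libraries came from secondary cultures of chicken embryo fibroblasts, primary connective tissue cells that support growth of Marek's disease virus, with 1 challenged and 1 unchallenged library at each of 18 h, 36 h, 54 h, 72 h and 108 h. IVT-SAPAS primes reverse transcription at the poly(A) tail and sequences from the 3′ end, so that each read marks the place where a transcript was cleaved. The authors trimmed the reads, mapped them to the galGal4 assembly with Bowtie, removed reads that could come from internal priming, and deposited for each library a list of cleavage clusters with the number of supporting reads. The counts were not normalized. The lists carried positions and the polyadenylation hexamer of each cluster, with no gene names or gene regions, and no annotation was used here. In every list the clusters on a strand were at least 25 bp apart. The unchallenged lists held 8939568 reads at 18 h, 11029998 at 36 h, 7690582 at 54 h, 8334161 at 72 h and 6094649 at 108 h. The challenged lists held 4753154, 5542158, 4006182, 4055735 and 7580315 reads at the same time points. For 18 h, 36 h, 54 h and 72 h the paper's Table 1 gives 9075591, 9413705, 7526887 and 10245822 reads for the challenged libraries, and all values here use the reads in the deposited lists. Since there was 1 library per condition, differences between a pair of libraries have no replicate check. Clusters of different libraries at most 24 bp apart were merged into poly(A) sites. In place of genes, sites with an RPM (reads per 1000000 mapped reads) of at least 2 in at least 1 library and at most 1000 bp from the next such site on the strand were joined into site groups, a choice made after the lists were seen. This gave 25529 site groups from 38181 sites, of which 6934 groups had 2 or more sites.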

**Figure 1:**
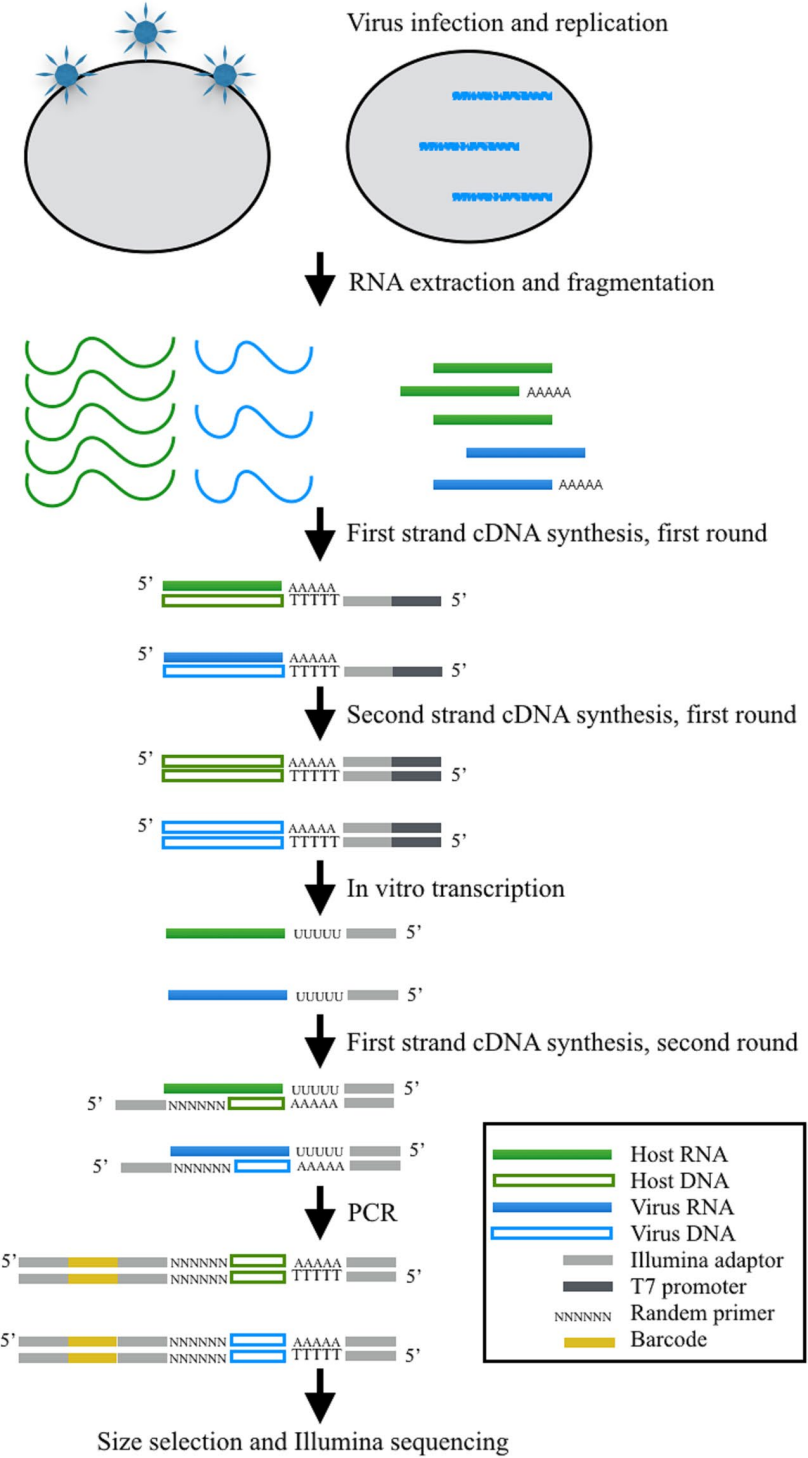
Workflow for 3′ end enriched RNA-seq of host and pathogen together.

A total of 226 million raw reads were generated by Illumina GA sequencing. 

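The deposited lists held 68026502 reads, with 42088958 in the 5 unchallenged and 25937544 in the 5 challenged libraries. The median was 8334161 reads in the unchallenged and 4753154 in the challenged libraries. Clusters supported by a single read made up between 54.6% and 60.6% of the clusters of a library but held between 1.28% and 3.09% of its reads.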

After mapping to the chicken genome and conducting internal priming filtering, about 85.9 million reads were obtained for further poly(A) site analysis (Table 1). More than 71% reads were located at 3′ UTR region. And due to the limitation of current chicken genome annotation, 21% reads were located at intergenic region (Fig. 2A). These reads were further clustered into 132,461 poly(A) sites at a strict control (at least 10 supporting reads for each site). 

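Merging the clusters of the 10 deposited lists gave 118468 poly(A) sites with at least 10 supporting reads, which held 97.8% of all reads. The count depended most on the read minimum. With at least 2 reads there were 412509 sites, and with at least 20 reads 73646. Of the sites with at least 10 reads, 37.2% had reads in all 10 libraries.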

As little is known about poly(A) sites in chicken, 96% of the 132,461 poly(A) sites were found to be novel. Overall, we found that 16,525, 17,559 and 41,643 poly(A) sites were located in the 3′ UTR, exon and intron region respectively (Fig. 2B). Moreover, 40,909 and 10,761 poly(A) sites were found to locate in the intergenic region and the 1k downstream of 3′ UTR (Fig. 2B). These data suggest an important regulation role of alternative polyadenylation in the chicken genome. 

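Among the 118468 pooled sites, the authors' lists named a hexamer for 60.4% (95% Wilson interval 60.1% to 60.6%, counting error only). These sites held 94.7% of the reads. AATAAA was named at 29402 sites, or 24.8% of sites and 52.0% of reads, and ATTAAA at 11101 sites, or 9.37% of sites and 12.6% of reads. More than 1 hexamer was listed for 4.86% of the sites, which held 22.1% of the reads, and none for 39.6%, which held 5.28%. The share with a hexamer rose with depth, from 49.9% of sites with 10 to 19 reads to 94.8% of sites with 1000 reads or more.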

Further, the polyadenylation signal hexamer AAUAAA and its close variants were identified in the region 10-40 bp upstream of most poly(A) sites (Fig. 2C) and the frequencies of these hexamers were relatively consistent with the results reported in mammals^2^.

**Table 1:** Summary of SAPAS data from Illumina sequencing.

	U18	C18	U36	C36	U54	C54	U72	C72	U108	C108	Combined
Raw reads	24847601	25522502	27602618	21648980	25288952	23982924	20100806	23064757	13666345	20633362	226358847
Uniquely mapped to virus genome	431	46892	270	83175	876	98766	448	317437	0	341923	890218
Uniquely mapped to host genome	17818426	18132705	20197042	17128230	17042973	17480431	16558407	18590570	10859282	15206581	169014647
Mapped to host nuclear genome	12779656	13007090	15322750	12973011	11918772	11653615	11525383	13148115	8313586	10990038	121632016
After IP filter	8939592	9075591	11030026	9413705	7690603	7526887	8334185	10245822	6094677	7580340	85931428
Genes sampled	11997	12083	12178	12096	11985	12061	11769	12010	11516	11997	11222
Cleavage clusters	127164	137684	116955	94862	143798	131320	90983	90967	76408	107660	132461
Known polyA sites	4420	4498	4620	4484	4443	4371	4392	4486	4206	4410	4881
Novel polyA sites	122744	133186	112335	90378	139355	126949	86591	86481	72202	103250	127580

**Figure 2:**
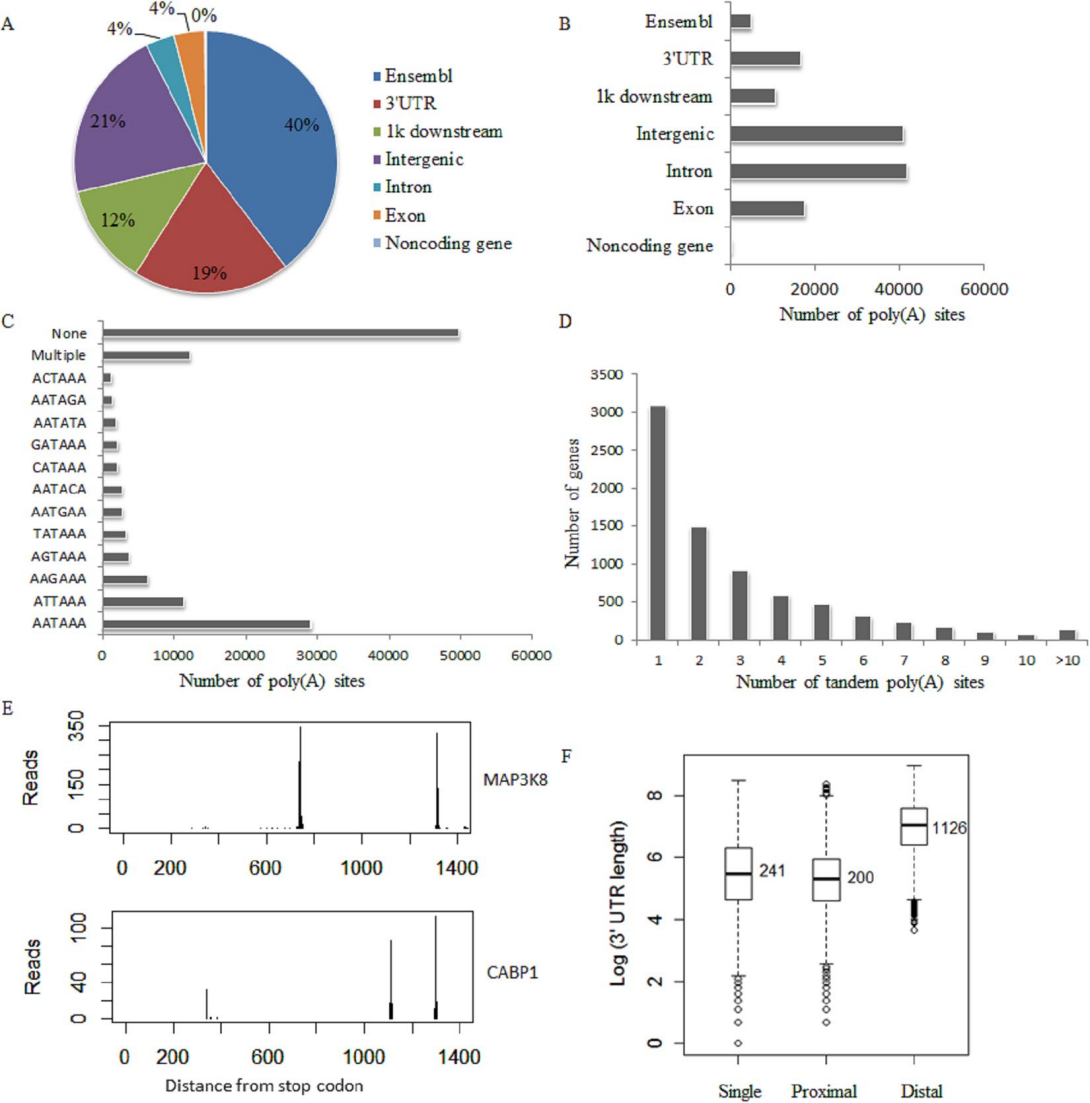
Sequencing reads and poly(A) sites in host genes. (**A**) Genomic locations of sequencing reads. The genomic annotation of host was downloaded from UCSC by selecting Ensembl Genes track and the 3′ UTR tail of these genes were annonated as Ensembl. (**B**) Distribution of poly(A) sites in genome. (**C**) Signal using of poly(A) sites. If none of common hexamers was identified in upstream of poly(A) sites, it was classified into none category. (**D**) Genes with different numbers of tandem poly(A) sites. (**E**) Examples of genes with two and three 3′ UTR isoforms (MAP3K8 and CABP1). (**F**) Histograms of the distances between stop codons and poly(A) sites in genes with single poly(A) sites and distances between stop codons and closest poly(A) sites and longest poly(A) sites in genes with APA in the 3′-end.

The poly(A) sites identified above covered 11,222 genes in total. In general, nearly 80% of these genes have at least two poly(A) sites. We then grouped the annotated 3′ UTR into tandem 3′ UTRs by stop codon and combined these isoforms with poly(A) sites profiling as described before^7^. The result showed that 7,008 genes had tandem 3′ UTRs. Among these genes, 59.4% genes had at least two tandem APA sites. On average, 2.9 tandem APA sites in 3′ UTR were detected per gene (Fig. 2D,E). The average distribution of the distances between poly(A) sites and stop codon was about 900 bp and the median value was 621 bp. The median values of distances between the stop codon and the proximal and distal poly(A) sites were 200 bp and 1,126 bp, respectively (Fig. 2F). In summary, these results demonstrate a detailed landscape of poly(A) sites usage in chicken and indicate an inherent vice of gene annotation.

### Profiling of poly(A) sites of Marek’s disease virus

As virus transcribes through host cell’s transcription machinery, virus information were also expected to obtain from generated sequencing reads of infected cells. Traditional RNA sequencing method was limited to the very small quantity of RNAs from virus in comparison with host cells. However, the 3′ end enriched method made it possible for us to quantify the profiling of virus genes accurately as it narrows the gap between virus and host cell through targeted sequencing 3′ end.

After mapping sequencing reads to MDV genome and conducting internal priming filtering as done in host, about 0.9 million reads were obtained for MDV (Table 1, Fig. 3A,B). The proportion of virus reads partly reflected the proliferation or infection status of the virus in host cells. The proportion of MDV increased with time. The MDV reads could be clustered into 120 poly(A) sites covering 60 genes after a strict control. Nearly 30% of the poly(A) sites located in protein coding region and about half of the poly(A) sites were in 3′ UTR or downstream (Fig. 3C). Among these genes, 25 genes had multiple poly(A) sites. The polyadenylation signal hexamer AAUAAA and its close variants were also identified in the region 10–40 bp upstream of the poly(A) sites (over 85%) and AAUAAA, AUUAAA were the two hexamers used most frequently as in host cells (Fig. 3D).

**Figure 3:**
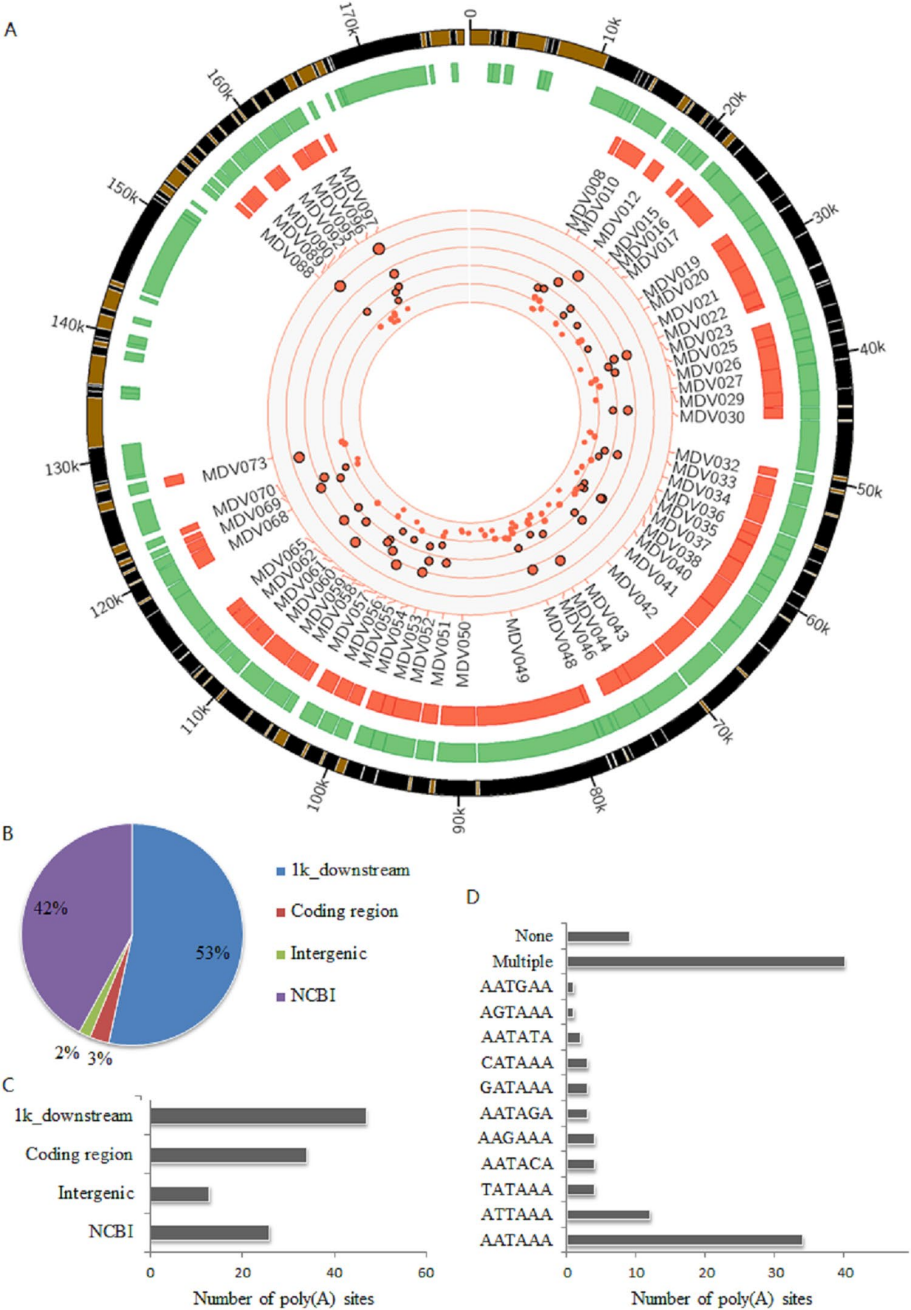
Sequencing reads and poly(A) sites in viral genes. (**A**) Landscape of APA sites profiling for viral genes. The track with green color represents the genome annotation from NCBI. The track with red color represents the expressed genes in our analysis. The red points in the center are the sequenced poly(A) sites in the genome and those with black stroke-color represent that their supporting reads are larger than 100. (**B**) Genomic locations of sequencing reads. The genomic annotation of virus was downloaded from NCBI and the 3′ UTR tail of these genes were annonated as NCBI. (**C**) Distribution of poly(A) sites in genome. (**D**) Signal using of poly(A) sites. If none of common hexamers was identified in upstream of poly(A) sites, it was classified into none category.

### Dynamic gene expression regulation in host-pathogen interactions

It has been reported that SAPAS and other 3′-end sequencing methods are as accurate as RNA-Seq approaches for digital gene expression^7^. The normalized expression level of each gene with tandem 3′ UTR was measured by reads per million mapped reads (RPM) in the gene. 

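Over the 25529 site groups, the Pearson correlation of RPM between libraries was lowest for C72 and U108, at 0.68, and highest for U18 and C18, at 0.98. These correlations are across site groups, which are not independent replicates. Between the libraries of the same time point the coefficient was 0.98 at 18 h, 0.96 at 36 h, 0.86 at 54 h, 0.84 at 72 h and 0.85 at 108 h. On the log2(RPM + 1) scale the lowest coefficient was 0.82, for U54 and C72.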

In total, global profiles of gene expression were generally well correlated between samples, with Pearson correlation coefficients ranging from 0.72 to 0.97 (Fig. 4A).

**Figure 4:**
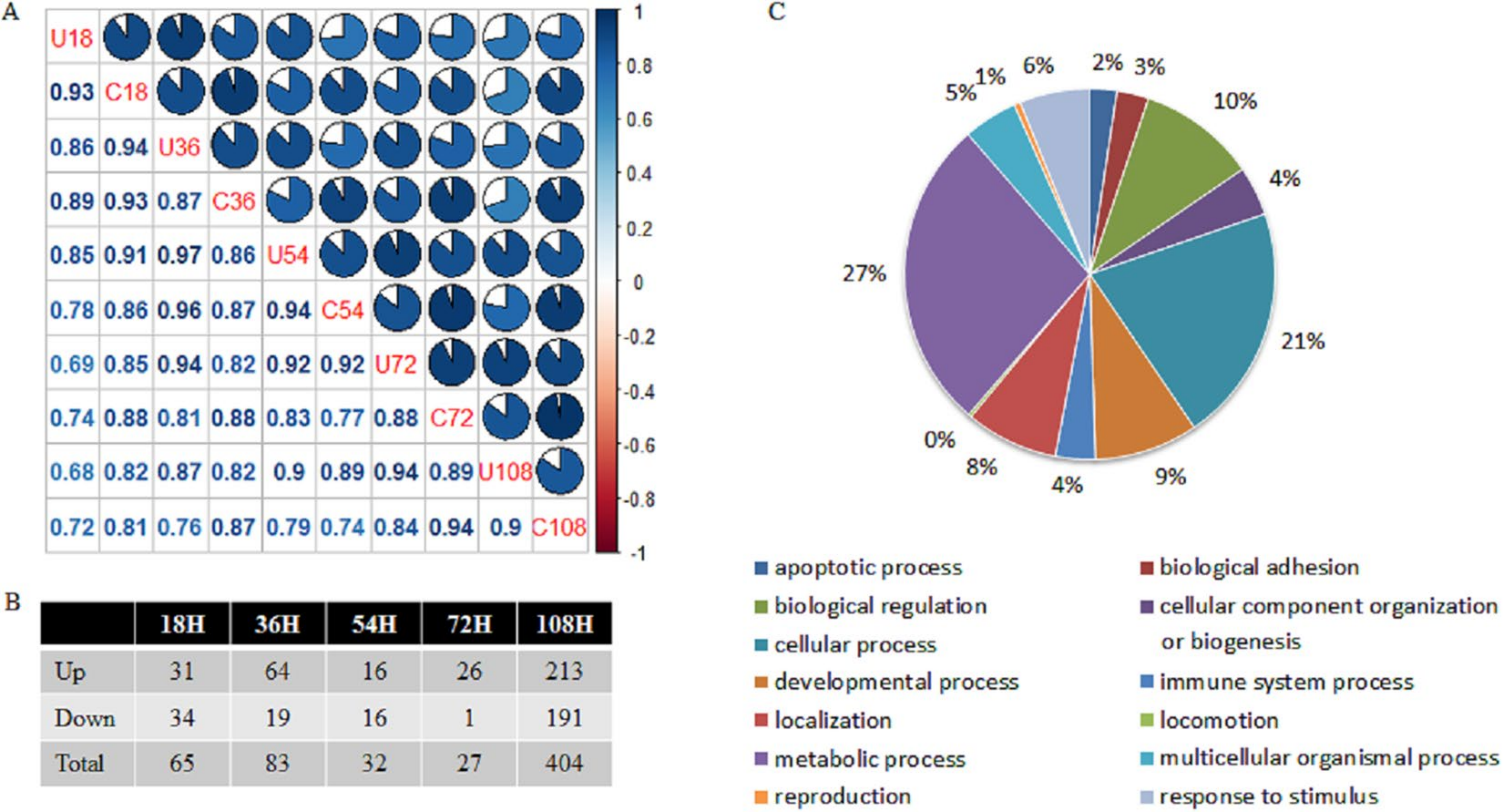
Differentially expressed genes in host-pathogen interactions. (**A**) Pearson correlation coefficients of gene expression profiles among samples. (**B**) Summary of genes with differential expression profiles between samples at different time points. (**C**) Functional classification of differentially expressed genes.

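The reads of each site group were compared between the unchallenged and the challenged library of a time point by a two-sided Fisher's exact test against all other reads of the library, with Benjamini-Hochberg adjustment over the site groups with an RPM of at least 1 in either library. The test allows for counting noise only, and it compares 2 libraries, not 2 conditions. A fold change against 0 reads was taken against 3 reads. As a comparison, the same rule was applied to the pairs of unchallenged libraries of different time points, between which there was no challenge.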

Using the RPM expression data, differences in gene expression between unchallenged and challenged samples at different time points were compared. Genes that changed nearly more than 2-fold and had a false discovery rate (FDR) less than 0.01 were considered to be genes regulated differentially. We found 65, 83, 32, 27 and 404 genes were differentially regulated at 18 h, 36 h, 54 h, 72 h and 108 h, respectively (Fig. 4B). 

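With the thresholds of 2-fold and an FDR of 0.01, 630 site groups differed between the libraries at 18 h (365 up and 265 down in the challenged library), 2672 at 36 h (1514 and 1158), 4354 at 54 h (2272 and 2082), 6911 at 72 h (4249 and 2662) and 3809 at 108 h (2533 and 1276). None of these counts has a replicate check. Between unchallenged libraries of different time points, the same rule called from 560 site groups (U72 and U108) to 7013 (U18 and U72) over the 10 pairs. The 6 pairs of U18 or U54 with U36, U72 or U108 gave 5101 to 7013, and the other 4 gave 560, 1827, 2471 and 3037, a division seen in the data. These pairs differ in time point, which the libraries of a challenge comparison share, so they are no measure of what 2 libraries of a time point would give without challenge. The alternative that moved the counts most was edgeR's likelihood ratio test with the dispersion of the additive model of time point and challenge, which called 0 site groups at 18 h, 14 at 36 h, 33 at 54 h, 434 at 72 h and 4 at 108 h. In that test 394, 1535, 3124, 5626 and 2204 site groups had an unadjusted p below 0.05, where uniform p-values would give 1130, 1030, 1198, 1088 and 1063. The number at 18 h was below that. The dispersion of the additive model counts as noise any challenge effect that varies between time points. It is therefore no measure of the noise between cultures alone, and the test can miss such effects.

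**Figure D1:**
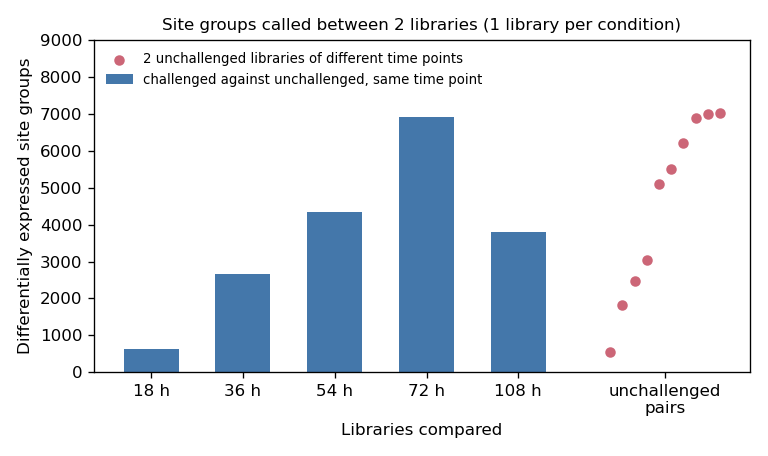
Number of differentially expressed site groups between 2 libraries. Bars show the challenged against the unchallenged library of each time point, and points the 10 pairs of unchallenged libraries. The bars run from 630 to 6911 and the points from 560 to 7013.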

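Over the 5 time points, 11626 site groups were called at least once, of which 6665 were up only, 4450 down only and 511 up at some and down at other time points. To use the time points as replicates of a mean challenge effect, edgeR's quasi-likelihood test with the time point as a block was run on 18396 site groups with at least 10 reads in at least 5 libraries. It called 419 site groups up and 481 down at an adjusted p of 0.05 (Benjamini-Hochberg). The count rested on single time points: without the 54 h pair it was 9, without the 72 h pair 72, without the 36 h pair 394 and without the 18 h pair 1800. Of the site groups tested, 21.3% moved the same way at 5 of 5 time points, where independent signs would give 6.25%. From 18 h to 72 h the challenged lists held only part of the reads in Table 1, while the unchallenged lists were complete. A selection of reads shared by those lists could also give shared signs and calls, so the challenge and the partial lists cannot be told apart here. Among those called and moving the same way, the highest log2 fold changes were at 2 site groups on chromosome 28 of galGal4. The one from 2035601 to 2035633 on the plus strand had 5.92 (adjusted p = 0.0032, edgeR). Its challenged and unchallenged reads were 10 and 3 at 18 h, 97 and 0 at 36 h and 119 and 6 at 54 h. They were 168 and 2 at 72 h and 18 and 0 at 108 h. The one from 1977884 to 1977950 on the plus strand had 4.70 (adjusted p = 0.010, edgeR). Its reads, in the same order, were 12 and 4, 48 and 2, 87 and 1, 107 and 5, and 20 and 3. The lowest log2 fold changes were -3.01 on chromosome 4 from 37117816 to 37118552 on the plus strand (adjusted p = 0.016, edgeR), and -2.88 on chromosome 1 from 121459004 to 121459045 on the plus strand (adjusted p = 0.021, edgeR). Without the 54 h pair neither of the site groups that fell passed the threshold, nor did the one on chromosome 1 without the 72 h pair. The lists do not pair these positions with genes.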

In total, we detected 476 differentially regulated genes between the unchallenged and challenged samples, among which 234 genes were up-regulated, 226 genes were down-regulated and 16 genes were up-regulated and down-regulated at different time points. These genes covered apoptotic process, cellular process, immune system process and metabolic process etc (Fig. 4C). Then we selected 4 up-regulated genes and 4 down-regulated genes to validate gene expression change with qPCR and the qPCR result was consistent with the SAPAS sequencing result (see Supplementary Fig. S1).

At the early stage of MDV infection (18 h), we ranked the fold change of gene expression before and after infection. Top 10 fold changed genes were ISG12, IFI27L2, CMPK2, COL9A2, ENPP2, EX-FABP, LY6E, FMOD, PARP9 and IFIH1. Among them, COL9A2, ENPP2 and FMOD were only significantly up-regulated at 18 h and the other genes were up-regulated at all time points in the challenged samples. According to GeneCards website^16^, the functions of these 10 genes are related to innate immunity, apoptosis, extracellular matrix etc.

### Tandem 3′ UTR switching in host-pathogen interactions

We next used our sequencing data to study the dynamic changes in overall 3′ UTR lengths and the regulation of APA after infection of MDV. We defined the 3′ UTR length of a gene as the weighted average length of all 3′ UTRs in the 3′ -most exon in the mRNA of the gene. 

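Without annotated stop codons, the 3′ position of a site group was measured in place of the 3′ UTR length. It is the mean position of the reads over the sites of the group, weighted by reads, set to 0% at the most proximal and 100% at the most distal site. Site groups with 2 or more sites and at least 20 reads in every library were used, which left 4859.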

In total, global profiles of 3′ UTR length of tandem genes were generally better correlated between samples than expression profiles, with Pearson correlation coefficients ranging from 0.91 to 0.97 (Fig. 5A). 

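Over these site groups the Pearson correlation of the normalized 3′ position between libraries was lowest for C36 and U54, at 0.93, and highest for U18 and C18, at 0.99. It is a correlation across site groups. With at least 100 reads in every library, 2456 site groups remained and the lowest coefficient was 0.96.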

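The median normalized 3′ position was 68.4% in U108 and 65.2% in C108, a difference of -3.14 percentage points (95% bootstrap interval over site groups -3.89 to -2.25). At 72 h the difference was -4.47 points (-5.49 to -3.53), from 68.4% to 63.9%. It was -0.95 points at 54 h, -0.64 at 36 h and 0.26 at 18 h, and the intervals at 18 h and 36 h included 0. These intervals describe the site groups of 2 libraries, not the spread between cultures. The 5 unchallenged libraries ranged from 64.0% to 68.4%, a range wider than the difference at 108 h but not than that at 72 h. Across the 5 pairs the mean difference was -1.79 points, with a lower median in the challenged library at 4 of 5 time points (exact two-sided permutation test over sign flips, p = 0.125, where 5 pairs allow no p below 0.063). Taken within each site group, a measure added after the data were seen, the change was smaller: its median was 0.05 points at 18 h, 0.03 at 36 h, -0.11 at 54 h, -1.59 at 72 h and -0.86 at 108 h, below 0 at 3 of 5 time points. From the normalized average length over the time points, the paper proposes a decrease at 108 h.

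**Figure D2:**
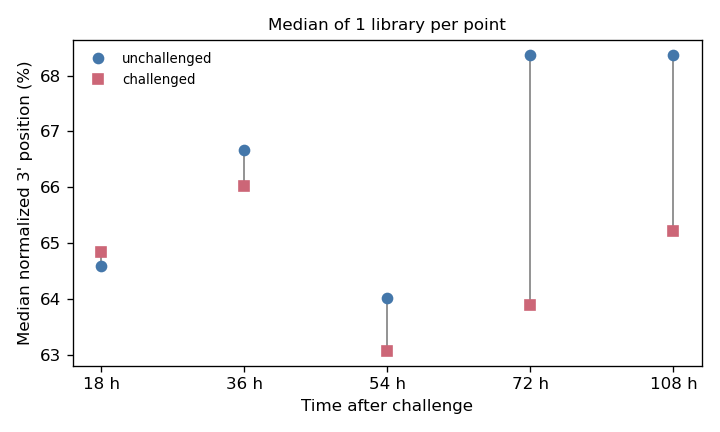
Median normalized 3′ position (percent, from the most proximal to the most distal site) of 4859 site groups in each library, by time after challenge. Each point is 1 library, and lines join the libraries of a time point. The widest gap, 4.47 points, is at 72 h.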

From the view of normalized average 3′ UTR length change between control samples and challenged samples at different time points, the infection of Md5 could result in decrease in average 3′ UTR length at 108 h (Fig. 5B).

**Figure 5:**
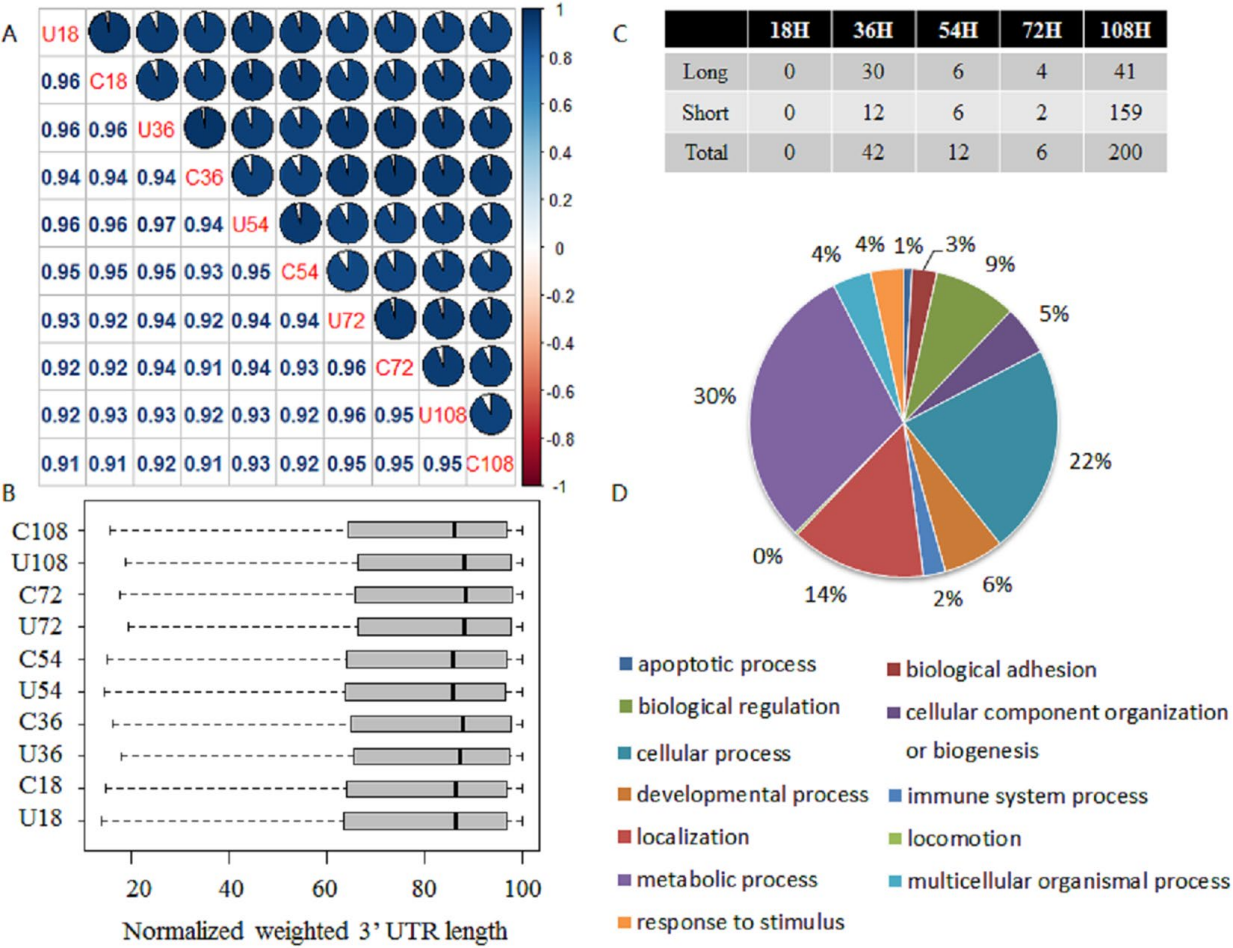
Tandem APA sites switching genes in host-pathogen interactions. (**A**) Pearson correlation coefficients of normalized weighted 3′ UTR length among samples. (**B**) Boxplot of normalized weighted 3′ UTR length among samples. (**C**) Summary of genes with tandem APA switching between samples at different time points. (**D**) Functional classification of tandem APA switching genes.

We performed test of linear trend alternative to independence to compare the tandem 3′ UTR lengths of the unchallenged and challenged libraries at different time points^7, 17^. Genes with tandem 3′ UTR lengths that showed significant differences between libraries were defined as APA switching genes (Fig. 5C). The most of APA switching genes between samples were found at 36 h (42 genes) and 108 h (200 genes). 

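The linear trend test, with sites with an RPM of at least 2 in either library, an FDR of 0.01 and an absolute r of 0.1, called 12 site groups at 18 h, 333 at 36 h, 252 at 54 h, 555 at 72 h and 512 at 108 h. It compares the reads of 2 libraries and has no replicate check. The same test called from 77 (U72 and U108) to 1539 (U36 and U54) site groups between unchallenged libraries of different time points. The 6 pairs of U18 or U54 with U36, U72 or U108 gave 974 to 1539, and the other 4 gave 77, 316, 428 and 672. With counts scaled to 1000000 per library, the setting that moved the counts most, it called 1, 17, 7, 29 and 23. At 108 h the largest absolute r toward shorter was -0.56, on chromosome 6 from 34881095 to 34881731 on the plus strand (40 reads in U108 and 25 in C108), and toward longer 0.56, on chromosome 22 from 2304644 to 2305271 on the minus strand (28 and 38 reads).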

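Over all time points 1269 site groups switched, of which 861 were shorter only, 326 longer only and 82 shorter at some and longer at other time points. The share that was shorter in the challenged library was 33.3% at 18 h, 53.8% at 36 h, 70.6% at 54 h, 83.4% at 72 h (95% Wilson interval 80.1% to 86.3%) and 75.2% at 108 h (71.3% to 78.7%). The intervals cover counting error only.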

In total, there were 243 genes (FDR < 0.01, Rcut < 0.1) with APA switching after infection of MDV, among which 169 genes tended to use shorter 3′ UTR, 66 genes tended to use longer 3′ UTR and 8 genes tended to use shorter or longer 3′ UTR at different time points. Six genes were selected to validate the APA sites switching with qRT-PCR (see Supplementary Fig. S2).

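Of 6786 site groups tested for both, 3329 were differentially expressed and 1269 switched at some time point, and 519 did both. If the lists were independent, 623 would be expected. Both tests depend on the reads of a site group, so unequal power alone could move the overlap from that number, which was not tested. By time point the overlap was 1 at 18 h (0.38 expected), 47 at 36 h (33.2 expected), 47 at 54 h (50.5 expected), 137 at 72 h (191 expected) and 69 at 108 h (93.0 expected), above the expected number at 18 h and 36 h and below it at the later time points. Stricter thresholds (3-fold and an absolute r of 0.2) gave 103 and looser ones (1.5-fold and 0.05) gave 1142.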

Through comparison of gene lists between APA switching genes and differentially expressed genes, 42 genes were found to under the regulation of two mechanisms simultaneously. Most of genes were under only one of the regulation mechanisms. Gene functional classification analysis by PANTHER^18^ showed that there was not too much difference in gene function between two lists of genes (Fig. 4C,D). These results showed that these two mechanisms cooperated and complemented in the host’s response to MD5 infection.

### APA switching between coding region and 3′ UTR

APA sites are located mainly in 3′ UTR and partly in coding region. APA sites in coding regions traditionally generate mRNA isoforms with premature translation termination, which could change amino acid sequences and influence common gene functions, while APA sites in 3′ UTR don’t. So we also tried to detect switching events between coding region and 3′ UTR.

For APA sites in a gene, we classified these sites into two groups according to their location, namely coding region and 3′ UTR. Then we introduced chisq-squared test to evaluate whether existed significant switching between these two groups. If the usage of coding region APA sites improved, we called it CDS-prefer and otherwise UTR-prefer (Fig. 6). In total, 194 genes (FDR < 0.01) occurred switching events between coding region and 3′ UTR. At the early stage (18 h), we detected 3 genes preferred to use more APA sites within coding region including transcription factor ATF4, while no genes preferred to use more APA sites within 3′ UTR. At the late stage (108 h), we found more genes preferred to use more APA sites within coding region rather than within 3′ UTR. At the middle stage, it seemed opposite and more genes preferred to use APA sites within 3′ UTR.

**Figure 6:**
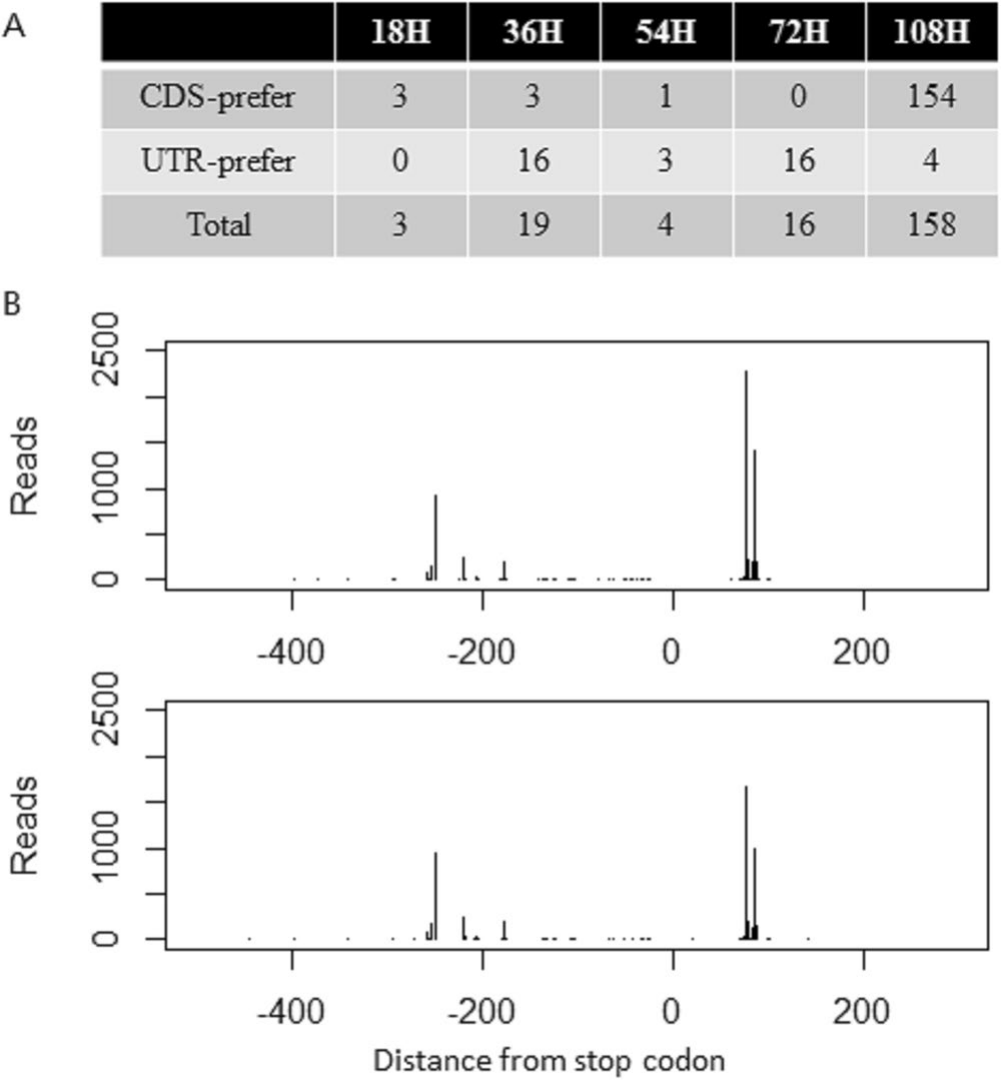
Genes with APA switching among coding region and 3′ UTR region. (**A**) Summary of genes with APA switching among coding region and 3′ UTR region between samples at different time points. (**B**) ATF4 occurred APA switching among coding region and 3′ UTR region at 18 h.

### Cis-regulatory elements in APA switching genes

The APA switching of genes may be introduced by multiple reasons including 3′ end processing factors, transcription factors, RNA binding proteins, etc^2^. These factors must cooperate with cis-regulatory elements within genes to function. So we could analyze the 3′ UTR sequences of APA switching genes to figure out related cis-regulatory elements and even potential trans-factors.

To find out the potential cis-regulatory elements that could impact the usage preference of poly(A) sites, we first separated APA switching genes into different categories as before^17^. Then we got the proximal or distal major sites responsible for the most up-regulated and down-regulated poly(A) sites in “up-down” and “down-up” categories and used the upstream 150 bp 3′ UTR sequence to conduct 4–9 bp motif enrichment analysis. For the proximal poly(A) sites, down-regulated poly(A) sites tended to have more AU-rich elements on the upstream and more G-rich elements on the downstream, while up-regulated poly(A) sites tended to have more A-rich or AG-rich elements on the upstream and A-rich or U-rich elements on the downstream (Table 2). And for the distal poly(A) sites, down-regulated poly(A) sites tended to have more AU-rich elements on the upstream and downstream, while up-regulated poly(A) sites tended to have more C-rich elements on the upstream and downstream (Table 2). As a result, AU-rich elements showed significant correlations with the switching of poly(A) sites.

**Table 2:** Summary of cis-regulatory elements around the upstream and downstream of poly(A) sites in APA switching genes.

	Proximal sites		Distal sites	
	Up	Down	Up	Down
Upstream	AAAA, AGAG, AAAAA, AAAAAA	TATT, ATAT, AATA, TAAT, TATA, ATTT, TTAT	CTCC, CCCC, CAGC, CCTC, TCCC, TCCT, CCCCC	TATA, TTTT, ATTT, ATAT, TACA, TTAA, TTTA, TAAT, GTAT, TATT, ATTTT, TATTT, TTTTTT
Downstream	AAAA, TACA, TTTT, TGTA, AAAAA, TTTTTT, AAAAAA	TGGG, GGGG, GGGGG	GCGC, CCTC, CGCC, GCTC, CCCC, CGGG, GCTCC	TGTA, TTTT, AATG, AAAT, TAAA, ATGT, ATAAA, TTTTT

## Discussion

mRNA isoforms with different 3′ UTRs produced by APA are distinct in their stability, translation efficiency, and cellular location^3–6^. A comprehensive genome-wide assessment of APA genes is required for understanding APA involvement in biological processes. However, traditional quantification methods, such as quantitative PCR and microarray, cannot meet these requirements. Several recently developed strategies based on next-generation sequencing technology have revealed a large number of previously unidentified poly(A) sites. For example, 69.3% of poly(A) sites identified by the SAPAS strategy in human breast cancer cell lines were novel, 56.1% of DRS reads overlapped with previously annotated poly(A) sites. In the present study, fewer than a quarter of the identified poly(A) sites in the 3′ UTR of chicken genes were annotated in Ensembl annonations^19^. These newly identified poly(A) sites may dramatically change the analysis of APA and provide a more comprehensive and authentic profile of 3′ UTRs. Such profiles may ultimately help to explain how variation in 3′ UTRs is regulated in a given biological process, such as virus infection.

Given the complexities and limitations of MDV infection model system, we had two problems to deal with. First, there are no cell lines for MDV propagation, and the virus is generally grown in primary or secondary CEF^20^. Therefore, it is not possible to synchronize infections to the degree that would be easily achieved with other viruses. We chose different time points at 18 h, 36 h, 54 h, 72 h and 108 h p.i for sample collection, as these time points represent a relatively whole process in infection process from initial infection to visible plaques. Second, MDV is a cell-associated virus and therefore cannot be used at high multiplicities of infection^21^, resulting a partial infection of the cultured cells. This means that a large portion of the mRNA being purified at the time of harvest is from uninfected cells, which probably obscures the true magnitude of any differences observed. One must keep in mind that the differences observed here are from the result of mRNA levels containing both infected cells and uninfected cells.

By simultaneously measuring the expression and position of poly(A) sites, the SAPAS strategy provides a powerful and reliable method for this kind of transcriptome profiling^7^. Using this method, we present the genome-wide profiling of APA sites in host and pathogen. 

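For the switching site groups, the Pearson correlation across site groups between r and the log2 fold change in expression was 0.02 at 18 h, -0.02 at 36 h, -0.14 at 54 h, -0.06 at 72 h and 0.05 at 108 h. Spearman's rho lay between -0.15 and -0.02 at these time points. Of the shorter site groups, 115 were higher and 64 lower in the challenged library at 36 h, 113 and 65 at 54 h, 233 and 230 at 72 h, and 152 and 233 at 108 h. Of the longer ones, 100 were higher and 54 lower at 36 h, 36 and 38 at 54 h, 54 and 38 at 72 h, and 56 and 71 at 108 h. Site groups are not independent replicates, so no p is given.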

For genes with switched APA sites identified in our study, we did not observe a clear correlation between the length of the 3′ UTR and gene expression level. From an overall perspective, we observed a delay in time between the regulation of expression profiles and that of APA switching, which reflected the difference of these two mechanisms in the manner of regulation. Besides, 36 h and 108 h were two of the most regulated time points for gene expression level and APA switching events, while 54 h and 72 h were likely at a bottom. Considering the situation that the proportion of sequenced virus reads increased with time, we inferred that 54 h and 72 h referred to a transition state that early infected cells died and the number of new infected cells improved.

Through 3′ end enriched RNA-seq, we profiled the gene expression and usage of APA sites of both host and pathogen simultaneously. In total, our work focused on the dynamic gene regulation during Marek’s disease virus infection, including expression level and APA switching events. Our results gave a relatively comprehensive insight into dynamic host-pathogen interactions during Marek’s disease virus infection and contributed to the chicken genome annotation.

## Methods

### Cells culture and MDV infection

To identify cellular responses with MDV infection, chicken embryo fibroblast (CEF) cultures were prepared from ten-day-old specific-pathogen-free (SPF) chicken embryos. Secondary cultures were plated at a density of 1 × 10^7^ cells/flask and then infected by MD5 strain (5 × 10^4^ PFU/flask). The mock infection was used as control. Cells were collected at 18 h, 36 h, 54 h, 72 h, 108 h post-infection. In total, ten samples were used for library preparation. The Institutional Animal Care and Use Committee of Sun Yat-sen University, PRC, approved all the experimental protocols concerning the handling of chicken embryos. And all experiments were performed in accordance with the relevant guidelines and regulations.

### IVT-SAPAS library preparation and sequencing

The IVT-SAPAS libraries were prepared as described previously^7, 22^. Briefly, total RNA was extracted from samples using TRIzol (Invitrogen) according to manufacturer’s instruction. Approximately 2 μg total RNA was randomly fragmented by heating. First-strand cDNA was synthesized by reverse transcription with an anchored oligo d(T) primer and a 5′ template switching adaptor. PCR was then performed to amplify the cDNA, and the number of cycles was optimized to ensure that the double-strand cDNA remained in the exponential phase of amplification. Then fragments of 250–500 bp in size were excised and purified by Agencourt Ampure magnetic bead (Beckman Coulter) according to manufacturer’s instruction. The average size was determined by Agilent 2100 bioanalyzer (Agilent Genomics). The final pooled fragments were quantified and sequenced from the 3′ end with Illumina GA IIx.

### Profiling analysis of alternative polyadenylation (APA) sites

The SAPAS-generated raw reads were filtered and trimmed for quality control utilizing Perl script, and then mapped to the chicken genome galGal4 assembly^23^ and Marek’s disease virus genome MD5^24^ respectively by applying Bowtie^25^. After internal priming filtering, the resulting uniquely mapped reads were clustered to define poly(A) sites as described previously^7^. The genomic location of poly(A) sites were defined according to gene annotations. The poly(A) signal of each site was selected based on its genomic sequences.

### Alternative polyadenylation (APA) sites switching analysis

Here we consider two types of APA switching, namely tandem APA switching and switching between coding region and 3′ UTR. The total read counts from each sample were normalized to one million reads, and poly(A) sites with two or more normalized reads were used for further analysis. A combined model to test tandem APA switching events was performed as described before^7, 17^. Briefly, genes with significant APA switching between the infected and normal cells were identified by the linear trend test and the independence test. As to switching between coding region and 3′ UTR, we classified APA sites in a gene into two groups according to their location, namely coding region and 3′ UTR. Then we introduced chisq-squared test to evaluate whether existed significant switching between these two groups. If the usage of coding region APA sites improved, we called it CDS-prefer and otherwise UTR-prefer.

### qRT-PCR validation of gene expression

Briefly, the total RNAs were isolated with the TRIzol (Invitrogen) and purified with an RNeasy mini Kit (QIAGENE), reverse-transcribed into cDNA using the PrimeScript RT reagent kit (Takara), and amplified using a LightCycler 480 real-time PCR machine (Roche).

### qRT-PCR validation of APA switching genes

Genes with significant length differences in their 3′ UTRs between libraries were chosen for quantitative real-time RT-PCR (qRT-PCR). The poly(A) sites of these genes were divided into two supersites (the proximal and distal sites), and the region upstream of the supersites was targeted for qRT-PCR. Double-stranded cDNA was synthesized from total RNA using the PrimeScript RT reagent kit (Takara). qRT-PCR was performed on a LightCycler 480 real-time PCR machine (Roche) using the SYBR Pre- mix Ex Taq II kit (Takara) in a 10 ml reaction system. All samples were analyzed in triplicate.

### Cis-regulatory elements analysis

To obtain the usage ratio of each poly(A) site in a gene, the supporting reads of each poly(A) site were divided by the sum of the supporting reads of all poly(A) sites in a gene. Then the change of usage ratio change was defined as the difference between two samples. Thus, a negative number means a change “down” and a positive number means a change “up”. The absolute value reflects the amplitude of the ratio changing. A bigger absolute value indicates an increased poly(A) site usage switching. Neighboring sites with same “up” or “down” trend are considered as single sites, and those whose absolute value are close to zero can be merged to neighboring sites, according to the situation^17^. Kmer motif enrichment analysis from 4 bp to 9 bp was performed on the upstream 150 bp of the 3′ UTR sequence. After normalization, binomial test was used to calculate the significance of motif enrichment in R.

### Data availability

The datasets generated during and/or analysed during the current study are available in the Gene Expression Omnibus with the primary accession code GSE92567.

## Electronic supplementary material

Supplementary information

# Supplementary material for: A novel method for genome-wide profiling of dynamic host-pathogen interactions using 3′ end enriched RNA-seq
**Source:** Sci Rep. 2017 Aug 17;7:8681. doi: 10.1038/s41598-017-08700-9
**Supplement:** Supplementary file 1 — Supplementary information

# A novel method for genome-wide profiling of dynamic host-pathogen interactions using 3' end enriched RNA-seq

Jie Li<sup>1,\*</sup>, Liangliang He<sup>1,\*</sup>, Yun Zhang<sup>1</sup>, Chunyi Xue<sup>1</sup>, Yongchang Cao<sup>1</sup>

Supplement Figure S1. qPCR validation of the gene with expression change. For each gene, the expression level change was validated at different time points. The fold changes generated through RNA-seq are shown in red lines, and those qPCR results are shown in blue lines.

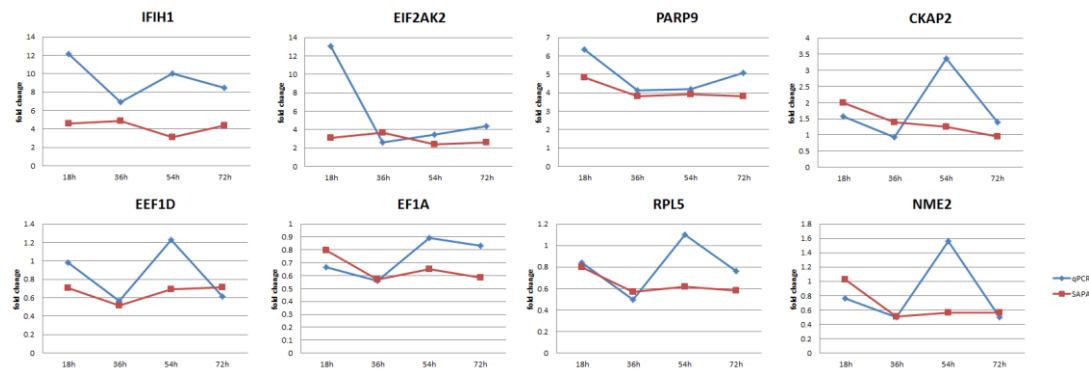

Supplement Figure S2. qPCR validation of the gene with tandem APA switching. The poly(A) sites of each gene were divided into two supersites (the proximal and distal sites), and the region upstream of the supersites was targeted for qRT-PCR. The APA sites usage of distal sites was calculated as the ratio between the expression of distal sites and the total gene expression. The relative change of APA sites usage was got as the ratio between the APA sites usage of distal sites after the infection and that before infection. If this value is less than 1, it means after infection the gene promotes to use proximal APA sites. Otherwise, it means after infection the gene promotes to use distal APA sites.

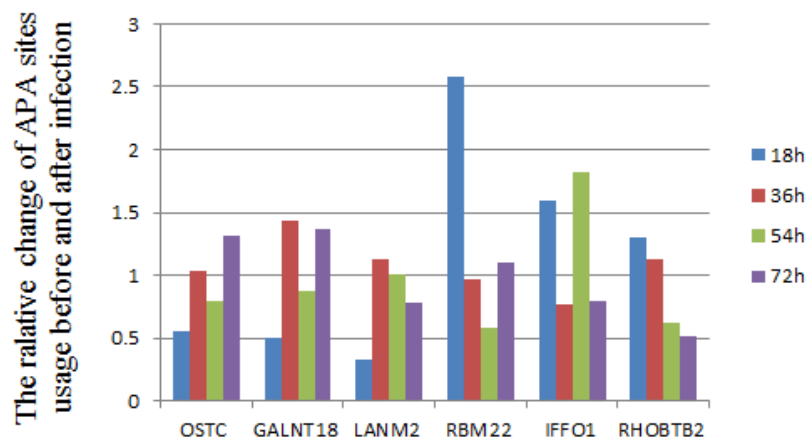

Supplement Table S1. List of genes with significant expression changes. Genes that changed more than 2-fold and had a false discovery rate (FDR) less than 0.01 were considered to be genes regulated differentially.

|                |         |             |          |          |         |          |          |          |          |
|----------------|---------|-------------|----------|----------|---------|----------|----------|----------|----------|
| LY6E           | MT4     | TGFB3       | CCDC3    | UBR7     | GAL10   | CDH11    | HGF/SF   | CRCP     | ATL1     |
| CST3           | IFI35   | CADM1       | GLG1     | FBXO9    | BRT-1   | ALDH18A1 | DNTTIP1  | [4Fe-4S] | PDLIM7   |
| THBS1          | ELN     | SGK1        | KANK1    | Lpin1    | RPL8    | GSTA3    | E2F4     | PRPSAP1  | GNAS     |
| CSRP2          | LMF2    | COPB1       | NDST1    | PTK7     | FBLN1   | DAP      | NT5C3B   | FGFR1OP2 | RPL4     |
| ISG12(2)       | RSU1    | EMP2        | NHSL2    | DEPDC6   | NREP    | SLCO3A1  | CNDP2    | DEF8     | ALDOC    |
| PDLIM1         | PLD1    | RGS3        | PPAPDC2  | C12ORF57 | WBSCR27 | HMOX1    | ITGB3    | PTGES2   | POLDIP2  |
| MYH10          | UBP1    | MON1A       | ULK3     | AS3MT    | GEM     | SLC35F6  | col14A1  | LSM1     | EIF4E    |
| ADM            | CD44    | C10ORF58    | LAMTOR2  | TNKS1BP1 | DTX3L   | SLC9A3R1 | RASSF2   | HDHD3    | REEP5    |
| ACTG2          | CTNNA1  | EGLN1       | RASA3    | FBXW5    | DKK2    | SESTD1   | AP2B1    | FAM214A  | LUM      |
| TAGLN          | CDK2AP1 | PLBD2       | SLC7A11  | ARPC4    | HHP     | MARCKSL1 | FAP      | GLI2     | CTSK     |
| COL9A2         | CLIC2   | SAMHD1      | NIP7     | AKAP1    | FAM107B | GM2A     | OCRL     | IFFO1    | IARS     |
| Ex-FABP        | HPGDS   | PRRC1       | OSTN     | LIMD2    | OTUD4   | CASP3    | gadd45   | AKR1D1   | PDIA3    |
| LDHA           | RAD21   | RHOBTB2     | WDFY3    | BCAR1    | APOA1   | JMJD8    | SNX12    | NRBP1    | OCIAD1   |
| AKAP12         | SPP1    | UBE2E3      | METTL13  | MYO18A   | FMOD    | TMBIM1   | LMAN2    | GCC1     | EIF3E    |
| C1S            | CX3CL1  | PSMG1       | SMIM5    | CEP68    | TMEM115 | TRAIP    | SPTBN1   | YAF2     | PTGFRN   |
| RRM2           | OAT     | IGFBP7      | CASP9    | TAF12    | KLF4    | PENK     | SH3GLB1  | TLK1     | ZNF609   |
| MYL9           | EIF5B   | TNC         | DPM2     | TMEM214  | NDRG1   | ADAM9    | MPST     | NPB      | TUBB4B   |
| TPN            | MEIS2   | SFXN1       | STOML1   | FARSB    | RPL10A  | MVD      | IL11Ra   | RBP5     | CTSL2    |
| TNFR1          | OGN     | ERBB2IP     | ZNF207   | PIB      | C1QB    | METRNL   | ACKR4    | TMEM138  | MORN4    |
| EF1A           | TTC8    | PHGDH       | NPLOC4   | AKAP7    | SLIT2   | CHAC1    | NOV      | PHB      | SFRP2    |
| MGP            | PAM     | MKX         | MIB1     | CDKN2B   | CKAP2   | PHF11    | XPR1     | PC7      | GLO1     |
| CMPK2          | TRANK1  | RPL24       | AVPR2    | SRSF7    | PKP2    | PODN     | li       | HIF1AN   | RPL19    |
| FHL5           | CSRPI   | NCAPD2      | EEPD1    | NECAP1   | ADAR    | CDH17    | PLEKHH3  | 5-Mar    | FAM177A1 |
| DHX15          | RPLP0   | DNAJB6      | PCMT1    | KIAA0355 | HTRA1   | MXRA7    | SYBU     | BDH1     | EN1      |
| SQSTM1         | SCP2    | CASP7       | TGS1     | PSMD3    | TBRG4   | OCC-1    | EMP1     | ZNF592   | NME2     |
| RPL37A         | KDEL2   | Sulf1       | FTSJ3    | B4GALT6  | RSFR    | EIF2S3   | SCAP     | MCFD2    | C        |
| SLC25A6        | PPAP2B  | IQCJ-SCHIP1 | SEPHS1   | CHTOP    | NOC4L   | NFKBIZ   | DMB2     | TMED3    |          |
| angiopoietin-2 | FAM20A  | NPR2        | CNTF     | USP5     | GDPD5   | CENPH    | IL34     | RIL      |          |
| CFL2           | PSAT1   | SQLE        | NPNT     | RPL22L1  | PARP9   | IK       | ZNF335   | SGK3     |          |
| JAC            | ADAMTS2 | BET1        | ALCAM    | MORF4L1  | PCNP    | MUSTN1   | TYSND1   | FAN1     |          |
| ITPR3          | CYBRD1  | 5-Sep       | TMEM120A | TBC1D12  | MYH9    | SPR      | PITHD1   | TAF7     |          |
| CDCA7          | DPT     | SEC31A      | SIDT2    | USP12P1  | CKS1B   | SDC1     | RGS14    | RPLP2    |          |
| IL1RL1         | CITED4  | ASPN        | HGS      | FNDC1    | RAB34   | CDKN1A   | SERINC2  | LIMK1    |          |
| RPS3A          | FKBP7   | SUMO2       | ATG9A    | MRPS6    | WIP1    | SERPINI1 | BCL2L1   | SLC25A39 |          |
| LGALS3         | SLC29A1 | CSTB        | RRP12    | PEF1     | S100A4  | CDC42EP4 | THY1     | PPP3CA   |          |
| CCK            | TEX264  | RNF19B      | GPD1L    | ANXA1    | EIF2AK2 | CLCN7    | FLAD1    | FBXO42   |          |
| ANG-1          | CCL110  | C1QTNF1     | TWF2     | C1QTNF5  | RARRES1 | XBP1     | SLC12A9  | SLC19A1  |          |
| KRT14          | COPG1   | BLOC1S5     | SLC52A3  | STAG2    | ARHGEF4 | RPL3     | UPP1     | ZNF217   |          |
| CHAF1B         | TMEM53  | UBE2D1      | PTPN9    | OSBPL11  | ETV4    | NPM3     | TBC1D22B | NOVA1    |          |

|         |         |        |             |         |          |         |         |        |  |
|---------|---------|--------|-------------|---------|----------|---------|---------|--------|--|
| BMPER   | ADAMTS1 | RSPO2  | TRMU        | AP3M2   | SNX10    | VPS11   | PHLDB2  | MCAT   |  |
| IFI27L2 | TGFB3   | GPC1   | SDF2        | RAP1A   | CO6      | GARS    | WDR24   | HYAL1  |  |
| Enpp2   | YIPF1   | FGD3   | CYB5RL      | TCIRG1  | FERMT2   | SSR2    | LRP8    | UBE4A  |  |
| EFEMP1  | CTPS1   | EPT1   | TUFT1       | SIGMAR1 | CAPN1    | DDHD1   | CD1.2   | STUB1  |  |
| KIF26A  | PPP2R4  | MRPL10 | TDP2        | AGAP3   | NCKAP1   | DHX36   | DYNLL1  | GTF3C2 |  |
| NFKBIA  | CPD     | RFTN1  | ANKRD10     | TMEM222 | PYURF    | RPS6    | SYDE2   | GIGYF2 |  |
| MAOB    | BTG1    | SHC4   | CHPF2       | NAA38   | MCL1     | ZFP91   | C2orf40 | PSMC5  |  |
| MYLK    | IRF-3   | TRAFD1 | E2F1        | PHPT1   | IFIH1    | SFSWAP  | ADIPOR1 | SPON2  |  |
| BFIV21  | SGSH    | SPTSSA | C21H1ORF144 | BCL9    | HIC1     | TRAPPC8 | PSPH    | MED21  |  |
| TLCD1   | CLEC3B  | SIKE1  | RARRES2     | SPPL2A  | NMI      | AP3S2   | PFKL    | MMP15  |  |
| EEF1D   | ERAP1   | GPT2   | PPPDE1      | FADS1   | C14orf79 | QDPR    | SLC37A2 | EIF2B4 |  |

Supplement Table S2. List of genes with significant tandem APA switching. A false discovery rate (FDR) less than 0.01 were considered to be genes regulated differentially.

|         |             |         |          |         |         |          |         |          |           |
|---------|-------------|---------|----------|---------|---------|----------|---------|----------|-----------|
| KLF3    | TMCO1       | GTF2H1  | FND3B    | ANXA5   | RNF4    | SLCO3A1  | COX19   | DPYSL3   | INTS6     |
| RASSF2  | VAT1        | PFKFB3  | SFRP2    | RANGAP1 | GABPA   | FAM63B   | OCC-1   | ZC3H6    | ARL6IP5   |
| MAN2A1  | AGFG1       | FBXO45  | SP3      | RPL7L1  | SYNCRIP | PSMC3    | TCF25   | ITPR1    | CDCP1     |
| PSMF1   | PINK1       | SNRPD3  | SEC62    | ST13    | OSR2    | RNF13    | CSRPI   | TWSG1    | ER81      |
| CSRPI   | SCPEP1      | UPF2    | SIPA1L1  | ACTR3   | NOV     | GTF3C5   | RHOBTB2 | CRNKL1   | C3H2ORF43 |
| PPP6C   | Mlx         | CHKA    | SLC39A9  | FKBP9   | NDRG1   | WDR43    | TUFT1   | RIN2     | PPP4R2    |
| SNAP29  | C21H1ORF144 | FADS1   | RARRES1  | KBTBD2  | CASK    | PYGB     | GAPVD1  | TTL      | OAT       |
| RAB14   | AXIN2       | ITGB1   | PALLD    | JOSD1   | PXDN    | SIKE1    | RSPRY1  | DSTN     | COG5      |
| RAP1A   | TM2D3       | VIMP    | MRPS18A  | ACVR1   | col14A1 | RBPM52   | SSU72   | MARK1    | EIF4G2    |
| GIGYF2  | DNAJB12     | SUDS3   | DHX36    | SDHA    | TRAM2   | RER1     | PPP2R4  | C4orf27  | SPON1     |
| 9-Sep   | RBM22       | YIPF5   | LTPB1    | CLPTM1L | CYFIP1  | ZIC1     | INPP5E  | OSTC     | SMO       |
| FAM65A  | BRAP        | ARCNI   | RNF11    | TBL1X   | EIF5B   | Gga.5519 | CYP27A1 | GALNT7   | GALNT18   |
| SDF4    | AP4E1       | YME1L1  | EPS15    | SRSF7   | DNAJC3  | THY1     | POLDIP2 | SERPINH1 | H3F3B     |
| HEXA    | CERCAM      | USP12P1 | YIPF4    | GPR155  | INTS6   | PMP22    | KPNA6   | HIF1A    | SAR1B     |
| NCOA4   | DHX30       | ADCY9   | ZFYVE9   | TMEM33  | UBL3    | H3F3B    | DDX5    | ANXA5    | PRKCDBP   |
| CHMP4B  | DKC1        | HN1     | PODN     | MRPL51  | MED17   | PRKCDBP  | TM2D3   | KIAA1468 | ARMT1     |
| HSD17B4 | FAM96B      | TRIM8   | PPPDE1   | SEPHS1  | TMEM135 | LOX      | TOR1A   | CHMP5    | LMAN2     |
| CTNNA1  | USP32       | SEC13   | EXOC8    | SGTB    | CKI     | N-RAS    | CPD     | UBQLN4   | CBLL1     |
| CDC73   | NOLC1       | CRNKL1  | PPP2R5C  | NDC80   | PSMD3   | USP47    | TIMM8A  | SEC63    | RAB12     |
| MAT1A   | IPO7        | AP2M1   | DYNC1LI1 | OSBPL1A | RWDD1   | METRNL   | ZNF598  | TRAM1    | PDCD10    |
| PAIP2   | IL11Ra      | STAG2   | KIF26A   | B4GALT6 | TGFB2   | WBP1L    | SNX12   | OSR2     | EIF1      |
| HSD17B7 | ADAMTS2     | WASL    | DDX47    | PCNP    | WDR44   | CARHSP1  | RAB7A   | SNX17    | GNG12     |
| DNAJC9  | HNRNPA0     | ISM1    | HEBP1    | TGS1    | PDCD7   | SRP9     | LUC7L   | TM9SF2   | OGN       |
| UNC119B | C12orf66    | IMPA1   | CTNNBIP1 |         |         |          |         |          |           |

Supplement Table S3. List of genes with significant APA switching between coding region and 3' UTR. If the usage of coding region APA sites improved, we called it

CDS-prefer and otherwise UTR-prefer. A false discovery rate (FDR) less than 0.01 were considered to be genes regulated differentially.

|                      |                      |         |                      |          |             |          |                      |                      |             |
|----------------------|----------------------|---------|----------------------|----------|-------------|----------|----------------------|----------------------|-------------|
| PHLDB2               | DDHD1                | ADD1    | CNOT6                | PPM1D    | NDRG1       | NUP153   | SH3KBP1              | SET                  | MYH10       |
| LUC7L3               | FKBP9                | TRANK1  | YBX1                 | UPF2     | C19H17ORF85 | YWHAH    | IQGAP1               | SYT11                | ITGB1BP3    |
| AFAP1                | KTN1                 | ATF4    | COL4A1               | SMARCA2  | OSBPL5      | USP7     | NCKAP1               | AP1M1                | NF2         |
| SRSF11               | avenaII              | ACBD3   | TM2D1                | CDK2AP1  | C1orf198    | CCDC25   | DEK                  | PPM1B                | PITPNB      |
| ACTG2                | MTDH                 | ZNF207  | ZFC3H1               | ANO5     | DST         | TCERG1   | ZNF326               | CCL4                 | ADAM9       |
| SRRM1                | FNDC1                | HDAC2   | LETM1                | ADAMTS2  | ADD3        | MIB1     | EHD3                 | HMGCS1               | C20H20ORF43 |
| ENSGALG00000013365.4 | ENSGALG00000015805.3 | NOC3L   | ENSGALG00000003235.4 | ZC3H13   | SFPQ        | RALBP1   | ENSGALG00000020557.3 | ENSGALG00000014190.4 | TOP2B       |
| CDC42BPB             | EXOC3                | WNK1    | SRSF4                | PAXBP1   | RPLP2       | RPL27    | TAF3                 | DDX5                 | ANKRD11     |
| BOD1L1               | USP12P1              | IFT52   | IREB2                | SDF4     | FAM21A      | HNRNPDL  | YAF2                 | RPLP1                | MRPS6       |
| YWHAE                | UHRF1                | FASN    | STRN3                | MYO9B    | TOP1        | PABPC1   | RAP1B                | RNF20                | THRAP3      |
| FAM107B              | FAM177A1             | PUM2    | ECM2                 | NARS     | ASUN        | ALDH18A1 | ARHGAP21             | fn1                  | PNRC1       |
| ATRNL1               | RPAP1                | PPP4R1  | URI1                 | CAMSAP2  | RSRC2       | RAB3GAP1 | MATR3                | LMAN1                | EIF5B       |
| COL5A2               | PPP1R8               | LRRC16A | ZEB1                 | ABCC1    | ROCK1       | COPB1    | CSNK1D               | OSF-2                | EEF1B2      |
| DDRKG1               | RASA3                | DPYD    | TMX4                 | EGFL6    | CKAP4       | SHISA5   | PRKCDBP              | AKAP12               | HSD17B12    |
| XPA                  | SLC16A3              | SBNO1   | SREK1                | BMPER    | PDE3B       | RANBP2   | MDN1                 | SPTBN1               | EIF5        |
| DCN                  | TAX1BP1              | SACS    | FNDC3B               | ATP6V1E1 | GLI2        | RBM25    | PRPF6                | IK                   | FAM135A     |
| HECTD1               | REV3L                | WDFY3   | RAPGEF2              | CCPG1    | RIF1        | SPRY1    | MYLK                 | UBE2H                | MORF4L1     |
| 7-Sep                | ANP32E               | FBLN1   | RIN2                 | HN1      | ABCE1       | vimentin | UTRN                 | LSP1                 | PLEKHA5     |
| USP25                | TBC1D12              | EIF3A   | BIRC6                | POC1B    | CEP170      | AKAP1    | NKAP                 | RPL5                 | APLP2       |
| HSPA5                | PHF21A               | IPO7    | SVIL                 |          |             |          |                      |                      |             |

How the deposited data were processed for this re-analysis (not part of the article)

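The 10 libraries were made from chicken embryo fibroblasts, 1 challenged with the Md5 strain and 1 unchallenged at each of 18 h, 36 h, 54 h, 72 h and 108 h. The authors trimmed and filtered the reads, mapped them to galGal4 with Bowtie, removed internal priming and deposited, for each library, counts of reads per cleavage cluster without normalization. The versions of the tools they used are not given in the sources used here. The longest mapped part of a read was 55 nt. Reads of the virus and gene annotation were not analysed here, so viral genes, gene names, genomic regions, coding region switching and motifs were left out, and the genes the paper names were not looked up.

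In 6 of the lists the reads matched Table 1 to within 28 reads, and the clusters of at least 2 reads matched its clusters exactly. The challenged lists at 18 h, 36 h, 54 h and 72 h held 52.4%, 58.9%, 53.2% and 39.6% of its reads. What set the missing reads apart is not known, which limits every value from these 4 libraries.

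Clusters at most 24 bp apart were merged into sites, and sites with an RPM of at least 2 in at least 1 library into site groups with gaps of at most 1000 bp. The planned unit was the gene. Site groups replaced it after the lists were seen, because the lists carry no gene names. They can split a gene or join neighbouring ones. They held 95.1% of the reads. RPM was computed from the deposited counts and the total reads of each list. Expression was compared by Fisher's exact test on counts (a G-test above 5000 summed reads), at least 2-fold with an FDR below 0.01 and an RPM of at least 1 in either library. Switching was called by the linear trend test with an FDR below 0.01 and an absolute r of at least 0.1. The paper's model also includes an independence test, which was not used here. The exact binomial or Wilson intervals are at 95% and cover counting error only, since reads without molecular identifiers are not independent molecules.

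The test across time points used edgeR 4.0.16 (quasi-likelihood, TMM) with the time point as a block, on site groups with at least 10 reads in at least 5 libraries (4 where a time point was left out). The block follows from the collection of both libraries at each time point, and the deviations of the paired libraries from their group means correlated at 0.59, 0.50, 0.58, 0.34 and 0.21 from 18 h to 108 h. DESeq2 1.42.0 was an alternative. Scripts used R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

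The steps were tested on simulated data. For the 108 h pair, with 200 site groups changed 4-fold, the read test recovered 100% of them with 2 false calls among 20713 tested, and the trend test, with reads moved between the end sites of 200 groups, recovered 71% with 0 false calls among 6845. For the test across 5 pairs, 100% were recovered at a dispersion of 0.05 (7 false calls among 17629) and 85% at 0.2 (2 among 17310). The simulations of the 2-library tests held no variation between cultures. In every simulation the changed site groups were drawn from the deeper ones only, and the expression changes were 4-fold. Recovery near the read minimums or at 2-fold was not tested.

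The site groups named in the text follow a rule set before the data were examined, by size of change among the calls. Because no names pair with the positions, only 2 that rose and 2 that fell are named for expression, and 1 in each direction for switching. Alternatives set before the data were examined covered read minimums, merging distance, scaling, noise model, filters, fold and r thresholds, the block and each time point left out. Single sites, group gaps of 500 and 2000 bp, hexamer sites only and reads drawn to equal depth were chosen after seeing the data.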

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

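The tests of the chromosome 29 shift and of site groups at equal depth were chosen after the result was seen. Over 20 groups of 5 libraries and measures, 1 library stood apart by Dixon's criterion, about what chance gives at 1 in 20. On the sequence the lists name chromosome 29, U36 had 4.16% of its reads, with a gap to the nearest unchallenged library of 0.83 of the group's range. C36 had 4.17%. The shift was spread over the sequence: 71.5% of its 599 deep sites were higher in U36 than the mean of the other unchallenged libraries, and the median shift, 0.29 (log2) in the unchallenged and 0.58 in the challenged library, was the largest of the 28 chromosomes compared, which argues against a few sites taking most reads. On chromosome 30 the 36 h libraries had an RPM of 69.4 and 62.4, from 766 and 346 reads. The others had from 125 (C72) to 237 (U54) there, and from 2.71% (C72) to 3.55% (U108) of their reads on chromosome 29. A candidate explanation is that these names stand for the sex chromosomes and that the 36 h cultures held another mix of embryos. The largest positions go some way with the first part: they were 82358741 on 29 and 1244564 on 30, against 59575696 on chromosome 5 and 4740021 on 28, so 29 is out of the order of size. Which sequences these are was not settled without a genome. If the first part holds, a high 29 beside a low 30 goes with the second, but the mix of embryos was not tested. The design gives no biological explanation other than the shared time point.

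The paper reports genes raised in the challenged samples at every time point, and does not discuss transcripts found in those samples alone. Among the site groups, 15 had reads in all 5 challenged libraries and in no unchallenged library, against 2 for the reverse. Of the 252 ways to choose 5 of the libraries, 3 gave as many, the real one included, and another choice gave 17. Over all sites without a filter the order was the other way, with 92 against 406. Both counts depend on depth, since the unchallenged list was the deeper one from 18 h to 72 h, though not at 108 h, and an RPM of 2 is fewer reads in a smaller list. Reads were therefore drawn at random to the depth of the smallest list before sites were filtered and grouped. In 21 draws 27 to 45 site groups were in the challenged libraries alone and at most 3 in the unchallenged libraries alone, and no other choice of 5 libraries gave as many (at most 23). Over all sites of the draws the counts were 173 to 218 and 79 to 118. This argues against background present at chance at equal depth. The draws do not undo how the reads of the partial challenged lists were chosen, which stays open as a cause. What the 15 site groups are was not determined. Transcripts induced by the challenge and reads shared with similar sequences both stay open.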

How the results depend on the processing

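Single sites, group gaps of 500 and 2000 bp, hexamer sites only and reads drawn to equal depth were chosen after seeing the data. A count was taken as close to the reported one within 1.5 times, a correlation within 0.005, a hexamer share within its Wilson interval and a difference in 3′ position within its bootstrap interval. By these unequal tolerances 118 comparisons of main results stayed close and 59 did not. The position intervals at 18 h and 36 h were wide: the difference went from 0.26 to 0.68 points at 18 h with hexamer sites only, and from -0.64 to -0.12 at 36 h with at least 100 reads. No difference in 3′ position changed sign, but the majority direction of the calls did under several settings.

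Expression calls depended most on the noise the test allows for. edgeR's likelihood ratio test called 0, 14, 33, 434 and 4 site groups at 18, 36, 54, 72 and 108 h, where Fisher's exact test called 630, 2672, 4354, 6911 and 3809. The noise in the likelihood ratio test also takes in challenge effects that vary between time points. An RPM of at least 10 gave 376, 1221, 2218, 3510 and 2012, and turned the majority from up to down at 18 h (180 up and 196 down), 54 h (1043 and 1175) and 72 h (1704 and 1806). A fold threshold of 1.5 gave 1101 at 18 h, 4563 at 36 h and 5905 at 108 h, and a threshold of 3 gave 299 at 18 h, 1337 at 36 h, 2645 at 54 h and 1831 at 108 h. These follow from the thresholds. DESeq2 size factors made the excess of up over down calls at 108 h smaller, from 2533 and 1276 to 2022 and 1765, and at 18 h gave 305 up and 307 down. With TMM factors, calls that were mostly up at 18 h and 54 h were mostly down, with 298 up and 312 down at 18 h and 2134 and 2263 at 54 h.

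Switching calls fell to 1, 17, 7, 29 and 23 with counts scaled to 1000000, where fewer reads enter the test. With 1000000 reads drawn at random from each library the medians of 21 draws were 1, 25, 17, 57 and 40, and with both libraries at the depth of the smaller 13, 276, 173, 421 and 476. An absolute r of 0.2 gave 3, 111, 110, 238 and 198, and 0.05 gave 19 at 18 h. A group gap of 500 bp gave 7 at 18 h, 158 at 54 h, 327 at 72 h and 318 at 108 h, and a gap of 2000 bp gave 24 at 18 h. The cause was not tested. Shorter site groups outnumbered longer ones at 72 h and 108 h under every setting run. At 36 h this was not so: draws of 1000000 reads gave a median of 16 longer and 10 shorter, scaled counts gave 12 longer and 5 shorter, a group gap of 500 bp 119 and 115, and an absolute r of 0.2 56 and 55, where the reported setting gave 154 and 179.

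The test across time points called 900 site groups. Without the block it called 0, with 2942 at an unadjusted p below 0.05. With no low filter it called 2268, and DESeq2 with the block 2006. Leaving out each time point in turn (leave-one-out) gave from 9 to 1800: 1800 without the 18 h pair, 394 without 36 h, 9 without 54 h, 72 without 72 h and 714 without 108 h. The cause was not tested. The 4 site groups named for expression kept their direction without the block, with no low filter, with DESeq2 and with each time point left out, except that the one on chromosome 4 was below the read filter without the 108 h pair. The other groupings of sites were not run for them. All fell short of the threshold without the block, the 2 that fell also did so without the 54 h pair, and the one on chromosome 1 without the 72 h pair.

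Pooled sites numbered 412509 with at least 2 reads and 73646 with at least 20, and 47.1% and 66.7% of them had a hexamer. With a merging distance of 0 bp the share was 60.7%. The lowest expression correlation was 0.82 on the log2(RPM + 1) scale and 0.71 by Spearman's rank, and the highest by Spearman's rank 0.96. The lowest length correlation was 0.90 with at least 10 reads and 0.96 with at least 100, and the highest 0.98 and 1.00. The overlap of the lists was 1142 with looser and 103 with stricter thresholds.

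The alternatives that need gene annotation (without the 1k downstream, coding region definitions, share changes and scaled counts for coding region switching) and those that need a genome (motif lengths) were not run. Depth limits the challenged libraries from 18 h to 72 h most, with 4006182 to 5542158 reads.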

Differences from the paper's values

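The paper counts genes with tandem 3′ UTRs and the values here count site groups, a limit on every count below. The paper's numbers of differentially regulated genes are 65 at 18 h, 83 at 36 h, 32 at 54 h, 27 at 72 h and 404 at 108 h, and the values here are 630, 2672, 4354, 6911 and 3809. Of the alternatives set before the data were examined, edgeR's likelihood ratio test falls within 1.5 times the paper's value at 54 h, with 33, and none does at the other time points. The paper's total is 476 genes, with 234 up, 226 down and 16 both, against 11626, 6665, 4450 and 511 site groups.

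For tandem switching the paper's numbers are 42 at 36 h and 200 at 108 h, against 333 and 512. With an absolute r of 0.2 the value at 108 h is 198. No alternative set before the data were examined falls within 1.5 times the paper's value at 36 h. The paper's total is 243 genes, with 169 shorter, 66 longer and 8 both, against 1269, 861, 326 and 82. For genes in both lists the paper gives 42, against 519, and neither alternative comes within 1.5 times of it.

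The paper's range of expression correlations is 0.72 to 0.97, against 0.68 and 0.98 here, and its range of length correlations 0.91 to 0.97, against 0.93 and 0.99. None of the alternatives gives the paper's values.

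Table 1 gives 9075591 reads for C18, 9413705 for C36, 7526887 for C54 and 10245822 for C72, where the deposited lists hold 4753154, 5542158, 4006182 and 4055735. It gives 137684 clusters for C18 and 131320 for C54, where the lists hold 89654 and 84750 clusters of at least 2 reads.

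The paper puts 36 h and 108 h among the most regulated time points and proposes that 54 h and 72 h were at a low point. Here the largest counts were at 72 h for expression, with 6911, and for switching, with 555. By the likelihood ratio test 72 h was again highest, with 434. With reads drawn to the smaller library of each pair, an alternative chosen after seeing the values, switching was highest at 108 h, with a median of 476 against 421 at 72 h, though the depth drawn to was also higher there. With 1000000 reads drawn from each library 72 h was highest, with 57 against 40. The C72 list holds 39.6% of the reads in Table 1 and is not a random part of them, a limit on the counts at 72 h. The larger number of shorter than longer site groups at 108 h goes with the paper's direction. The paper's list of tandem switching genes (Supplement Table S2) has 234 entries in the copy used here, with 226 different symbols.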

Other observations

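The tests of the part of the reads held by the challenged lists and of reads drawn to equal depth were chosen after the result was seen, as were the levels of r, 0.1 and 0.5, taken to speak against and for an explanation of the expression changes. If the deposited lists at 18 h to 72 h were a random part of the reads in Table 1, they would hold a part of its clusters set by depth. All 4 libraries lay outside the range of random draws from the 6 complete lists, but by unequal margins. C18 held 65.12% of the clusters, against 65.14% to 68.0% in the draws, and C54 64.5%, against 65.8% to 68.3%. C36 held 77.5%, against 70.6% to 72.8%, and C72 87.4%, against 53.9% to 57.8%. A random part is argued against for C36 and C72, and for C18 and C54 the margins are small. How the reads were chosen stays open.

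Shorter site groups outnumbered longer ones at 72 h and 108 h. With hexamer sites only, the lower of the shares that were shorter was 71.7%, which argues against reads without a hexamer as the whole cause. With 1000000 reads drawn at random from each library, the lowest share over 21 draws was 69.2% at 108 h (31 to 48 calls per draw) and 88.5% at 72 h (46 to 66 calls). With both libraries at the depth of the smaller it was 74.3% and 85.6%. This argues against unequal depth as the whole cause. How the reads of the C72 list were chosen is not covered by the draws. The unchallenged libraries of 18 h and 54 h differed from those of 36 h, 72 h and 108 h, with 7.55% and 10.7% against 4.84% to 5.25% of reads at clusters without a hexamer. This share was higher in the challenged than the unchallenged library at 18 h (8.49% against 7.55%), 72 h (7.06% against 4.87%) and 108 h (7.45% against 4.84%). It was lower at 36 h (4.93% against 5.25%) and 54 h (9.14% against 10.7%). The difference between the unchallenged libraries of 18 h and 54 h and the other unchallenged libraries was computed each time without the libraries of the time point compared. Across site groups the change in 3′ position correlated with it at 0.125 at 108 h and 0.18 at 72 h, and the change in expression at 0.243 and 0.19, against 0.12 and 0.08 at 18 h. At 36 h the correlations were as large with the opposite sign, -0.27 and -0.26. The 1215 site groups that differed least between those unchallenged libraries still moved, by a median of -0.63 points at 72 h and -0.44 at 108 h, where all site groups moved by -1.59 and -0.86. How much of the changes at 72 h and 108 h goes with that difference stays open, since no value here decides it, and in that part it and the challenge cannot be told apart.

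The 900 site groups of the test across time points were set against other splits of the libraries. Of 100 splits drawn from 126, fitted with the same block, 5 gave as many calls, the real one included. The most was 1868. The 4 others keep the pairs of 2 time points together, which add nothing under the block, so they are 2 contrasts, each counted 2 times with the sign turned. Both follow the challenge in the pairs they part, so they carry the same difference between lists and do not speak for chance. Among the 16 splits that part all 5 pairs, the real one alone gave as many and the others gave 0. That share of 0.063 cannot go lower with 16 splits, so the count of splits cannot exclude chance at 0.05. The edgeR test, which takes its noise from a fitted model, is not bound by that limit. It gave the 900 calls at an adjusted p of 0.05. Without the block the real split gave 0 and the highest of the others 2226. That split set U18, C18, U54, C54 and C108 against the rest, and the same split with C72 in place of C108 gave 2050. Both keep the 18 h and 54 h libraries of both arms on 1 side, which is not the order of time.

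The log2 changes of different time points, which share no library, correlated across site groups at 0.70 for 54 h and 72 h and at 0.09 for 18 h and 108 h. The challenged lists at 54 h and 72 h were both partial, so a selection of reads they share could add to the first value. The pairs of challenged libraries of different time points gave from 2220 to 7481 differentially expressed site groups. Supplement Tables S1 and S3 of the paper share 34 symbols.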
